A study of Mus musculus with 6 samples.

How the data were processed

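RNA from the whole interscapular brown fat depot of newborn mice was sequenced in bulk. The labels name 6 libraries: 3 from mice with a floxed Fstl1 gene, called WT, and 3 from mice in which Fstl1 was deleted in the Myf5 lineage, called KO. The group and replicate number of each library were taken from its title. The deposited table holds FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library), per the file headers, and the authors rounded these to 2 decimals. The labels' protocols name total RNA and a quantification library, and name no aligner, counting tool, genome build, annotation, strand handling or filter. The table lists 19241 genes by Entrez gene identifier, symbol and RefSeq transcript. No gene was at 0 in every library, and no mitochondrially encoded gene was listed. All 6 value columns were used.

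FPKM are not read counts, so no count model was fitted. The values were transformed as log2(FPKM + 1) with no further scaling, and genes with a mean of at least 0.5 FPKM over the 6 libraries were tested. KO was compared with WT with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with no covariates, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05 with no minimum fold change. Every log2 fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low values. An exact two-sided permutation test of the FPKM values is given for Fstl1 and Ucp1; 3 libraries against 3 cannot give an exact p below 0.1. The fit was tested on simulated data with 13331 genes, of which 200 were changed by 1.5 on the log2 scale: it called 183 of them (91.5%), all with the right sign, and 11 unchanged genes. In a simulation without any change it called 0 genes. Both simulations drew the noise independently for each gene, and changed genes were taken only from those with a mean log2(FPKM + 1) above 1. Shifts shared by many genes of a library were not simulated. Changes smaller than 1.5 were not simulated either, while the median absolute log2 fold change of the genes called in the data was 1.03.

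There were 18 gene lists written before the data were examined, holding 457 different genes, of which 1 is in more than 1 list. They cover thermogenic and brown fat identity, adipocyte differentiation and lipid storage, fatty acid synthesis, fatty acid oxidation, the nuclear-encoded respiratory chain, beta-adrenergic signalling and innervation, autophagy and lysosome, apoptosis, the unfolded protein and integrated stress response, cell cycle, extracellular matrix, and markers of skeletal muscle, myogenic precursors, macrophages and inflammation, endothelium, erythroid cells, Schwann cells and epidermis. Each was tested with camera in limma, with the correlation between genes preset at 0.01, and the p-values were adjusted over the 18 lists. A list's score in a library is the mean, over its genes, of the deviation of log2(FPKM + 1) from the gene's mean over the 6 libraries. The genes named were chosen by a rule fixed before the data were examined: Fstl1 and Ucp1; then, among genes past the threshold with a group mean of at least 1 FPKM and no overlap between the groups' values, the 5 largest falls and the 5 largest rises; then up to 3 genes with the smallest p-value from each list past the threshold. Genes named beyond this rule are said to be so.

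The read depth is not stated. Low FPKM values of genes with a single transcript of 500 to 1300 nt fell in steps of whole reads once a length offset of 50 nt was allowed: 76.8% (WT replicate 3) to 82.6% (WT replicate 1) of the 476 to 508 values used per library lay within 0.2 of a whole number of reads, against 42.4% to 47.2% when transcript lengths were shuffled between genes. From these steps the depth was estimated at 13900000 to 15100000 reads per library, so depth differed little between libraries. At this depth 3 reads on a transcript of 1 kb come to about 0.2 FPKM, and for such a transcript values at or below that level rest on very few reads; shorter ones reach that point at a higher FPKM. The steps gave whole reads for short, low, single-transcript genes and not for the table as a whole, so no count test was run on them.

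Gene types and the order of genes along chromosomes came from a RefSeq gene table of the mouse assembly GRCm38.p6, in which 19202 genes (99.8%) were matched by Entrez identifier. Transcript lengths and GC content came from the GENCODE vM21 transcripts, whose gene positions also served for the short RNAs. Because the authors' genome build is not stated, no coordinates are given. The alternatives fixed beforehand were pseudocounts of 0.1 and 0.01, no filter, a filter at a mean of 5 FPKM, quantile normalization, rescaling to a common sum, median-of-ratios scaling, scaling by the trimmed mean of M-values computed on the FPKM, eBayes without the trend, robust eBayes, array weights, the replicate number as a block, leaving out each library in turn, a minimum log2 fold change of 1, and for the lists fry and camera with an estimated correlation. Chosen after seeing the data were fits without genes on the X and Y chromosomes, with protein-coding genes only, and with each library's trend with GC content and transcript length removed, alone and with the replicate block. Figures were drawn with matplotlib 3.10.9.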

Results

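Bulk RNA-seq of the whole interscapular brown adipose depot was compared between 3 newborn WT mice, which carried a floxed Fstl1 gene, and 3 newborn KO mice, in which Fstl1 was deleted in cells of the Myf5 lineage. Myf5 marks precursors that give rise to skeletal muscle and to much of the interscapular brown fat. Fstl1 encodes follistatin-like 1, a secreted glycoprotein. The comparison asks how expression in the depot differs when the Myf5 lineage lacks Fstl1, in a study whose title speaks of atrophy of the tissue. The FPKM values of a library summed to between 486449 in WT replicate 1 and 556968 in WT replicate 3, and between 17012 and 17352 genes per library were above 0. The depth estimated from the steps between low values was 13900000 to 15100000 reads per library. Pearson correlations of log2(FPKM + 1) across genes were 0.983 to 0.991 between libraries of the same group and 0.975 to 0.985 between groups. The first principal component held 43.5% of the variance and placed the WT libraries at −29.0 to −12.5 and the KO libraries at 17.3 to 31.2.

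Fstl1 (Entrez gene 14314), the targeted gene, was lower in each KO library than in any WT library. It was at 55.5, 130.04 and 54.4 FPKM in WT replicates 1, 2 and 3 and at 7.93, 13.1 and 8.77 FPKM in KO replicates 1, 2 and 3. The means were 80.0 ± 43.4 FPKM (SD, n = 3) in WT and 9.93 ± 2.76 FPKM (SD, n = 3) in KO, so that KO held 12.4% of the WT mean. The log2 fold change was −2.79 with a standard error of 0.33 (limma, adjusted p 0.00979), and the exact permutation test gave the smallest p possible with 3 against 3, 0.1. The alternative that moved the fold change most was array weights, with −3.55, and without the filter on low values the adjusted p was 0.0606. WT replicate 2 was the highest library, and without it the log2 fold change was −2.39 (limma, adjusted p 0.0138).

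Of 13331 tested genes, 295 passed an adjusted p of 0.05 in limma, 134 lower and 161 higher in KO, and 158 of them changed by at least 1 on the log2 scale. The groups did not overlap in any of the 295 genes, nor in 24.9% of all tested genes, where chance gives 10%. At an unadjusted p under 0.05 there were 2557 genes, 19.2% of those tested. The median log2 fold change over all tested genes was 0.01. The number called rested heavily on single libraries: it was 31 without WT replicate 3, 39 without WT replicate 2, 87 without KO replicate 3, 89 without KO replicate 2, 121 without KO replicate 1 and 370 without WT replicate 1. The alternative that moved it most was array weights, with 3181 genes, in a fit that gave WT replicate 2 a weight of 6.70 and the other libraries weights of 0.37 to 1.67. Of the 295 genes, 281 were protein-coding and 5 were long noncoding RNAs. The remaining 7 microRNA and 2 small nucleolar RNA genes were features of 70 to 115 nt, and their values rested on at most 12.7 reads in any library by an estimate from their full length.

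**Figure D1:**
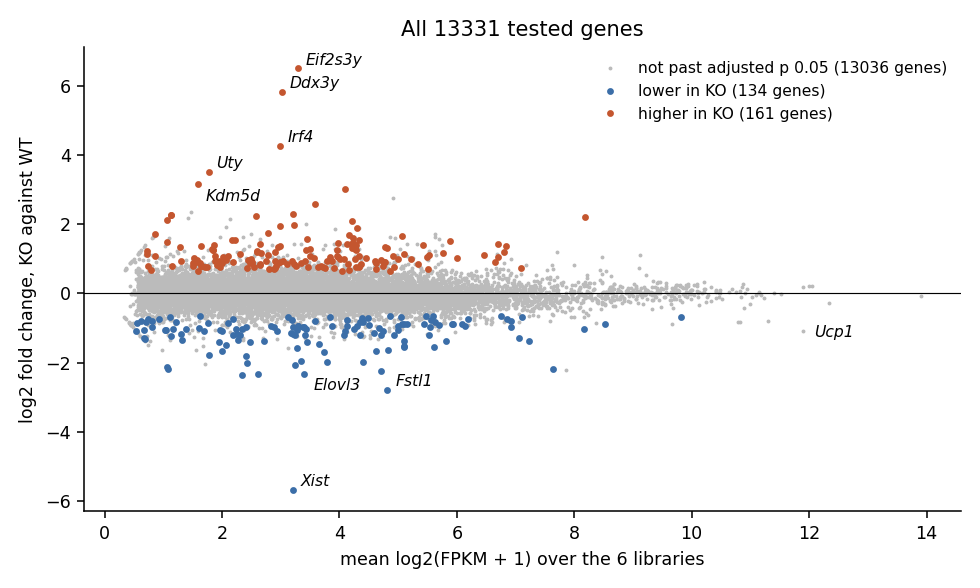
Each point is a tested gene, with its mean log2(FPKM + 1) over the 6 libraries on the x axis and its log2 fold change in KO against WT on the y axis. Blue and orange points mark the 134 lower and 161 higher genes past an adjusted p of 0.05 in limma, and grey points the rest, Ucp1 among them.

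Xist and 4 Y-linked genes separated the groups in every library. Among the 5 largest rises were the Y-linked genes Eif2s3y (Entrez gene 26908), Ddx3y (26900), Uty (22290) and Kdm5d (20592). Eif2s3y was at 99.3, 93.6 and 83.7 FPKM in the KO libraries and at 0.08, 0 and 0 FPKM in the WT libraries (limma, log2 fold change 6.50, SE 0.14, adjusted p 7.94e-08). Ddx3y lay at 60.1 ± 0.657 FPKM (SD, n = 3) in KO, Uty at 10.6 ± 1.42 FPKM and Kdm5d at 8.09 ± 0.76 FPKM, and no WT library exceeded 0.23 FPKM in any of the 3. Xist (213742), which is transcribed from the inactive X chromosome, was the largest fall: it was at 85.5, 72.2 and 44.8 FPKM in WT and at 0.05, 0.06 and 0.92 FPKM in KO (limma, log2 fold change −5.68, SE 0.30, adjusted p 3.92e-05). The fitted fold changes of these 5 genes depend on the pseudocount, since 1 group lies near 0. The labels give no sex. As measured, every KO library had the transcripts of a Y chromosome and every WT library had Xist, so sex coincided with genotype, no fit could hold both, and each difference between KO and WT reported here is also a difference between these sexes. Of the 295 genes, 16 lie on the X or Y chromosome and 279 on autosomes. Called genes made up 2.64% of the X-linked and 2.17% of the autosomal genes tested (Fisher's exact test, two-sided p 0.511).

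**Figure D2:**
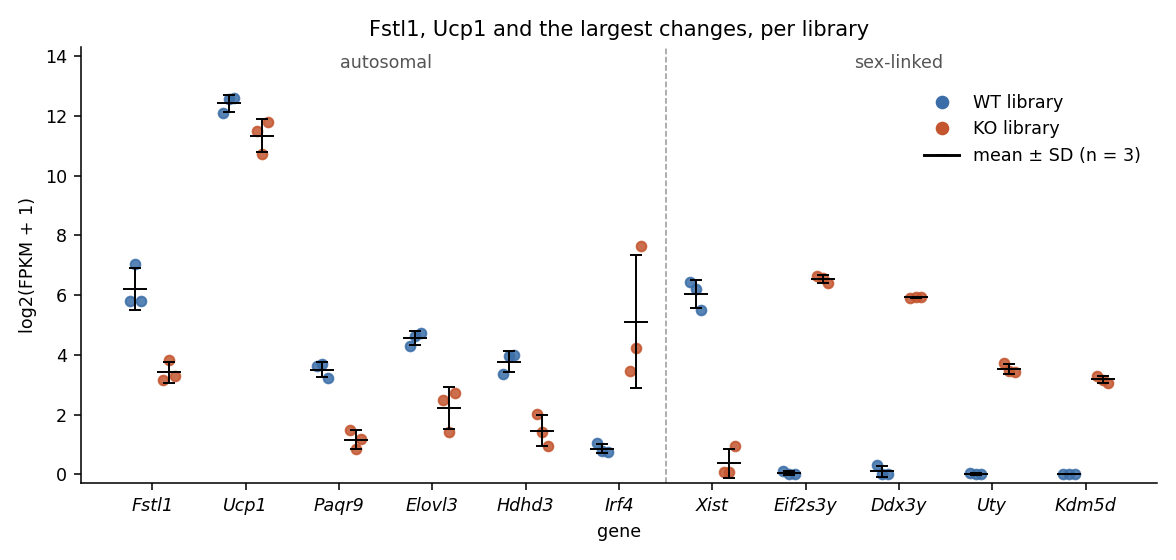
Values of Fstl1, Ucp1 and the 5 largest falls and rises, as log2(FPKM + 1) per library (points) with the mean and SD of 3 libraries per group (black), autosomal genes left and X- or Y-linked genes right of the dashed line. KO libraries lie below WT libraries in Fstl1 and above 0 in the 4 Y-linked genes, where WT libraries lie at or near 0, and KO replicate 3 stands apart in Irf4.

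The other genes with the largest changes were autosomal. Paqr9 (75552) fell from 10.5 ± 1.91 to 1.27 ± 0.485 FPKM (SD, n = 3 each), a log2 fold change of −2.34 (limma, SE 0.20, adjusted p 0.00229), and stayed past the threshold in all 22 alternatives. Elovl3 (12686), which encodes a fatty acid elongase, fell from 22.7 ± 3.62 to 4.0 ± 2.06 FPKM, with a log2 fold change of −2.34 (limma, SE 0.31, adjusted p 0.0151). Hdhd3 (72748) fell from 12.9 ± 3.21 to 1.88 ± 1.06 FPKM, with a log2 fold change of −2.31 (limma, SE 0.28, adjusted p 0.0113). Elovl3 and Hdhd3 each lost the threshold in 3 of 22 alternatives. Irf4 (16364), a transcription factor gene, was at 1.08, 0.72 and 0.69 FPKM in WT and at 10.04, 17.95 and 199.0 FPKM in KO replicates 1, 2 and 3 (limma, log2 fold change 4.25, SE 0.87, adjusted p 0.0447). KO replicate 3 set the size of that rise: without it the log2 fold change was 2.99, at an adjusted p of 0.00202. Irf4 lost the threshold in 10 of 22 alternatives.

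Ucp1 (22227), the uncoupling protein of brown fat, was at 4366, 6124 and 6255 FPKM in WT and at 2902, 1695 and 3592 FPKM in KO replicates 1, 2 and 3. The means were 5582 ± 1055 and 2729 ± 960 FPKM (SD, n = 3), so KO held 48.9% of the WT mean. The log2 fold change was −1.08 with a standard error of 0.28, and it did not pass the threshold (limma, adjusted p 0.0804; exact permutation test p 0.1, the smallest possible). It passed in 1 of 22 alternatives, array weights, with an adjusted p of 0.00482 and a range over the alternatives of 0.00482 to 0.283.

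Of the 18 gene lists, 6 passed an adjusted p of 0.05 in camera. With fry 0 lists passed (lowest adjusted p 0.166), with 4 lists at an unadjusted p under 0.05, and with an estimated correlation between genes 0 passed (lowest adjusted p 0.585), with 0 at an unadjusted p under 0.05, so none of the 6 calls held under either. When the 6 libraries were split into 3 and 3 in the other 9 ways, camera called between 4 and 10 lists. Lower in KO were the lists for thermogenic and brown fat identity (29 genes, median log2 fold change −0.42, camera adjusted p 0.000907), skeletal muscle (29 genes, −0.58, 0.00337), adipocyte differentiation and lipid storage (29 genes, −0.33, 0.00556) and cell cycle (28 genes, −0.25, 0.00864). Higher in KO were macrophage and inflammation (24 genes, 0.38, 0.00337) and autophagy and lysosome (27 genes, 0.23, 0.0125). The scores of KO and WT libraries did not overlap in 5 of these lists. In skeletal muscle they did: KO replicate 1 scored −1.44 and the other 5 libraries 0.09 to 0.53. Without KO replicate 1 the median of the muscle list was 0.07 (camera, adjusted p 0.517).

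**Figure D3:**
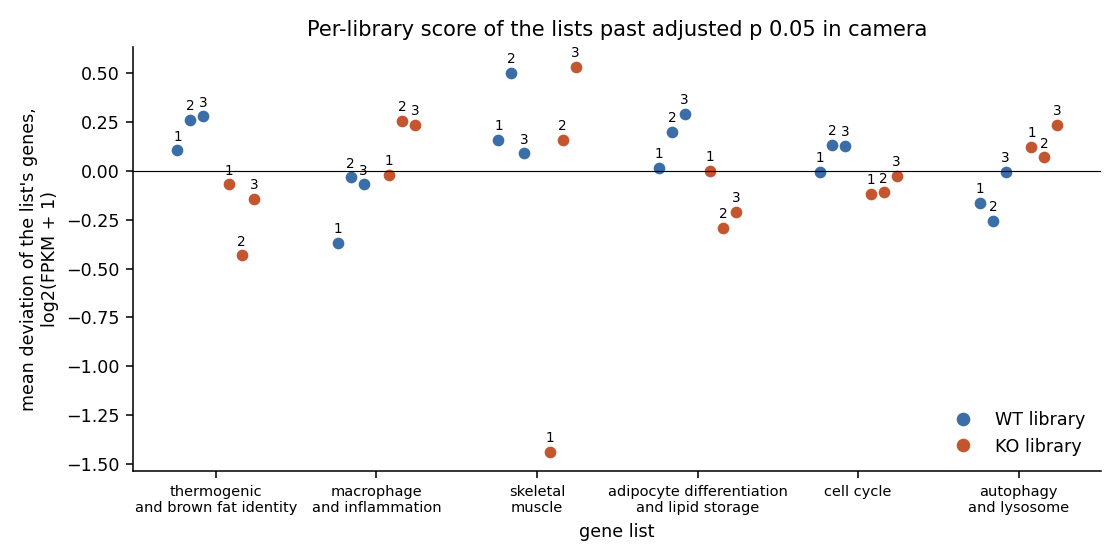
Score of each library, numbered by replicate, in the 6 lists past an adjusted p of 0.05 in camera; the y axis is the mean deviation of the list's genes from their means over the 6 libraries, in log2(FPKM + 1). KO replicate 1 lies at −1.44 in skeletal muscle, and the other 5 libraries at 0.09 to 0.53.

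Within the thermogenic list 21 genes were lower and 8 higher, and 3 passed the threshold over all genes tested, against 9 adjusted over the list alone, all lower. Besides Elovl3 these included Otop1, from 57.0 ± 4.71 to 20.1 ± 8.14 FPKM (limma, log2 fold change −1.52, adjusted p 0.0243), and Plin5, from 92.0 ± 22.96 to 35.8 ± 13.7 FPKM (limma, −1.38, adjusted p 0.0435). In the adipocyte list 20 genes were lower and 9 higher, and 4 passed over all genes, against 10 adjusted over the list alone (8 lower, 2 higher). The 3 with the smallest p were Plin1 (log2 fold change −1.36, limma, adjusted p 0.0267), Acsl1 (−0.69, 0.0417) and Agpat2 (−2.19, 0.0417), with KO means of 37.9%, 62.0% and 21.7% of the WT means. Otop1, Plin5, Plin1, Acsl1 and Agpat2 each lost the threshold in 5 to 10 of 22 alternatives.

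In the macrophage and inflammation list 20 genes were higher and 4 lower, and 1 passed over all genes, against 9 adjusted over the list alone (8 higher, 1 lower). The gene that passed, Ccl3, fell against the direction of its list, from 1.48 ± 0.265 to 0.483 ± 0.117 FPKM (limma, log2 fold change −0.74, adjusted p 0.0459), and lost the threshold in 11 of 21 alternatives. The other lower genes were Ccl2 (−0.68), Cxcl1 (−0.41) and Il1b (−0.18). Of the 4 chemokine genes tested 3 were thus lower, so the rise of the list was no rise of its chemokine genes as a set. Cxcl10 (log2 fold change 0.995, limma, adjusted p 0.0764) and Cd163 (0.62, 0.0831) did not pass. In the autophagy list 21 genes were higher and 6 lower. Bnip3 (1.12, limma, adjusted p 0.0643), Gabarapl1 (1.72, 0.0721) and Bnip3l (0.63, 0.0794) lay higher in all 3 KO libraries than in any WT library. Of the autophagy list 0 genes passed over all genes, against 6 adjusted over the list alone (5 higher, 1 lower). In that list 12 genes had an unadjusted p under 0.05. In the cell cycle list 22 genes were lower and 6 higher. Ccnd1 fell from 26.3 ± 1.04 to 12.5 ± 2.41 FPKM (limma, −1.03, adjusted p 0.0248) and lost the threshold in 5 of 22 alternatives. It was the only member that passed over all genes, against 2 adjusted over the list alone (1 lower, 1 higher). The next 2 by p-value rose without passing over all genes: Mcm7 (0.71, adjusted p 0.0625) and Ccne2 (0.85, 0.127). In the muscle list 28 genes were lower and 1 higher. Mb (−0.96, limma, adjusted p 0.169), Tnnt1 (−0.94, 0.342) and Tnnc2 (−0.84, 0.367) did not pass, and 0 genes passed over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05.

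The other 12 lists did not pass in camera. Their medians, with adjusted p, were −0.34 for erythroid (0.123), −0.27 for beta-adrenergic signalling and innervation (0.363), −0.12 for myogenic precursor (0.265), −0.07 for the nuclear-encoded respiratory chain (0.142), −0.06 for endothelial (0.168), −0.06 for Schwann cell (0.423), −0.03 for fatty acid synthesis (0.623), −0.02 for fatty acid oxidation (0.623), 0.01 for apoptosis (0.645), 0.05 for epidermis (0.623), 0.15 for the unfolded protein and integrated stress response (0.926) and 0.16 for extracellular matrix (0.363). Of the 75 respiratory chain genes, 0 passed the threshold over all genes and 0 had an unadjusted p under 0.05. Without WT replicate 1, the respiratory chain (median −0.18, camera adjusted p 0.000239), endothelial (−0.19, 0.0126) and erythroid (−0.60, 0.0217) lists passed, while macrophage and inflammation (0.29, 0.0512) and autophagy and lysosome (0.19, 0.0512) did not. Without WT replicate 2, the respiratory chain (−0.06, camera adjusted p 0.0355), extracellular matrix (0.29, 0.0385) and erythroid (−0.29, 0.0355) lists passed and autophagy and lysosome did not (0.0586). Without KO replicate 3 the erythroid list passed (−0.51, 0.00126). Without WT replicate 3 the medians were −0.003 for erythroid, −0.004 for endothelial and 0.09 for the respiratory chain. The lower medians of these lists thus rested largely on WT replicate 3. The adipocyte list did not pass without WT replicate 3 (−0.26, 0.0595) or without KO replicate 2 (−0.16, 0.081), and the thermogenic list passed whichever library was left out, with a median of −0.26 without KO replicate 3.

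**Figure D4:**
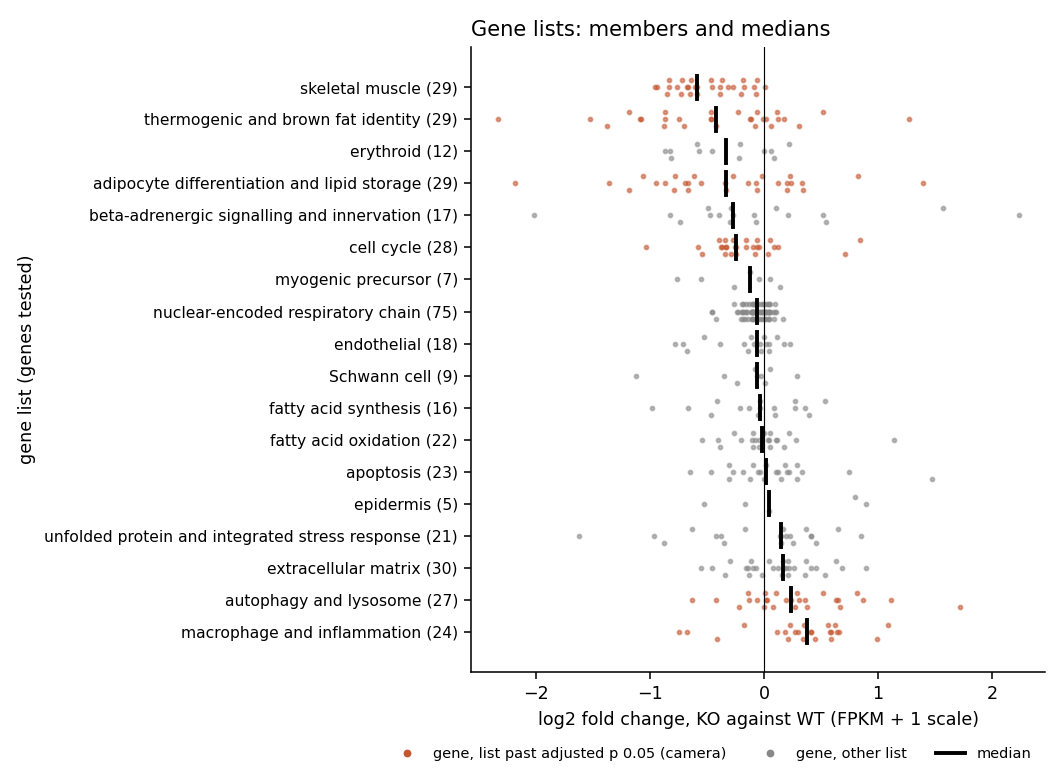
Each point is a gene, placed at its log2 fold change in KO against WT on the log2(FPKM + 1) scale, in 18 lists with the number of genes tested; black bars are medians. Orange lists passed an adjusted p of 0.05 in camera, and their medians run from −0.58 for skeletal muscle to 0.38 for macrophage and inflammation.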

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

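The direction of Fstl1 held in all 22 alternatives, with log2 fold changes from −3.55 to −2.39 and adjusted p (limma) from 0.000417 to 0.0606. It missed the threshold only without the filter on low values, where the fold change is −2.79 as before and 19241 genes enter the fit. That fit called 35 genes (17 lower, 18 higher), 30 of them among the 295; besides adding tests it changes the spread estimates, and the share of each cause was not tested.

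Array weights gave 3181 genes (1634 lower, 1547 higher), among them all 295. WT replicate 2 received a weight of 6.70 and the others 0.37 to 1.67, so this fit rests largely on 1 WT library, and the estimate of the weights stopped before it converged. With protein-coding genes only there were 465 genes (211 lower, 254 higher), 281 of them shared with the 295. With each library's trend with GC content and length removed there were 542 (264 lower, 278 higher), 270 of them shared. Both were chosen after seeing the data, as was the fit without X and Y genes, which gave 275. A minimum log2 fold change of 1 left 158 genes (74 lower, 84 higher) by its construction. Across the fits that each left out 1 library the count ran from 31 to 370, with 13 to 198 lower and 18 to 172 higher. It was lowest without WT replicate 3 and highest without WT replicate 1. Fewer samples weaken each of these fits by construction; why the count rose without WT replicate 1 was not tested. Lower genes made up 45.4% of the 295, and 25.8% without KO replicate 2, 29.9% without KO replicate 3, 53.5% without WT replicate 1 and 55.4% without KO replicate 1. The other scalings moved this share by less than 10 points, to between 43.1% and 54.2%, and no scaling moved the median of all genes by over 0.1. Apart from the fits with the replicate block, the count stayed within 1.5 times 295 in the other fits, from 211 with a common sum to 372 with robust eBayes. The cause of the other shifts was not tested.

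WT and KO share the replicate numbers 1 to 3. The deviations of same-numbered libraries from their group means correlated at 0.068, 0.043 and 0.043 across genes, against −0.078 to 0.029 for differently numbered libraries. The same-numbered pairs were thus the closest, though all these correlations are weak. The main fit took no pairing, and whether the numbers pair the animals stays open. With the replicate block 167 genes were called (73 lower, 94 higher), 135 of them among the 295, and 7 lists passed, the 6 and erythroid. With the GC and length trend also removed the block gave 196 genes (87 lower, 109 higher).

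For the gene lists, fry called 0 lists (4 at an unadjusted p under 0.05) and camera with an estimated correlation 0 (0 unadjusted), where camera with the preset correlation called 6. Leaving out 1 library gave 5 to 8 lists. The skeletal muscle list ran from −0.963 without KO replicate 3 to 0.074 without KO replicate 1, where it reversed. The other reversals were in lists that did not pass. Camera's direction for the unfolded protein list turned, with medians of 0.206 and 0.241 at pseudocounts of 0.1 and 0.01, 0.162 with quantile normalization, 0.182 with array weights, 0.15 with the replicate block, 0.119 with the GC and length trend removed (also 0.119 with the block), 0.165 without WT replicate 3, 0.144 without KO replicate 1 and 0.171 without KO replicate 2. Leaving out each library in turn its median ran from 0.09 to 0.171, and it stayed above 0 throughout. Without 1 library fatty acid synthesis ran from −0.258 to 0.103, fatty acid oxidation from −0.116 to 0.051, the respiratory chain from −0.177 to 0.09, apoptosis from −0.028 to 0.083, epidermis from −0.174 to 0.237 and extracellular matrix from −0.019 to 0.3. In the last pair the median changed sign and camera's direction did not. Array weights turned fatty acid synthesis (0.001) and extracellular matrix (−0.12), and the filter at 5 FPKM turned myogenic precursor (0.137) and apoptosis (−0.052), by removing genes of these lists. For the others the cause was not tested. The other 5 lists past the threshold kept their direction in all 22 alternatives, and not all kept the threshold. The adipocyte list lost it without WT replicate 3 (−0.255, adjusted p 0.0595), without KO replicate 2 (−0.157, 0.081) and with array weights (−0.201, 0.111). Cell cycle lost it with the filter at 5 FPKM (−0.215, 0.229), macrophage with array weights (0.217, 0.111) and without WT replicate 1 (0.0512), and autophagy without WT replicate 1 (0.0512) and WT replicate 2 (0.0586). The thermogenic list kept it in camera, with medians from −0.471 to −0.163. Over all alternatives, reversals aside, the results of lists became weaker 8 times and stronger 9 times, those of single named genes weaker 71 times and stronger 24 times, and no named gene changed direction.

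The alternatives that need counts were not run, since the table holds FPKM and whole reads came out only for part of the genes. Depth was similar in all libraries, and it limits genes that rest on few reads more than the abundant genes: transcripts of about 1 kb near 0.2 FPKM, and the called short RNAs, whose features of 70 to 115 nt hold few reads at higher FPKM too.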

Other observations

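The tests on exchanged labels, on Xist against the Y-linked genes, on muscle, on the adipocyte share, on the reads of short RNAs, on list scores across splits and libraries, and on the splits for lower and higher genes were chosen only after the values they rest on were seen; the others were written down before their results. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 295 genes; the other 9 gave 0 to 4. The same held for the 134 lower and the 161 higher genes, with 1 of 10 splits each, and 3 against 3 cannot give a share under 0.1. For the lists the picture differs: 8 of the 10 splits, the real one included, gave as many as 6 lists in camera, so the number of lists called does not set the real grouping apart from others. The scores of 5 of the 6 lists (all but skeletal muscle) did not overlap between KO and WT. Scores that do not overlap must give the real split the largest difference of the 10. That largest difference is therefore no separate evidence for these lists.

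The sex of the animals is the first thing to settle in this comparison. In 6 of 6 libraries either Xist or the 4 Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d exceeded 5 FPKM and never both, which is what every KO animal being male and every WT animal being female would give, and a pool of both sexes would not. The fifth Y-linked gene tested, Uba1y, lay at 0.66 to 0.88 FPKM in all 6 libraries, a level that reads shared with an X-linked relative might give (not tested). The test written beforehand did not settle it: a list of 9 genes that escape X inactivation had a median log2 fold change of −0.21, with 6 lower and 3 higher, and did not pass (camera, adjusted p 0.0966 over 7 such lists). It passed without WT replicate 3 (median −0.32, camera, adjusted p 0.00984) and without WT replicate 2 (−0.25, 0.042) and not in the other 4 such fits, where its median was −0.05 at the weakest, without WT replicate 1 (0.64). Exchanged labels are argued against by Fstl1, whose lowest WT value is 4.16 times its highest KO value. Fstl1, the targeted gene, was taken there as the mark of genotype. For the other autosomal genes among the 279 called, sex and genotype cannot be told apart, because the 2 coincide in every library. X-linked genes were not called more often than autosomal ones, which shows no concentration on the X chromosome and does not exclude an effect of sex on autosomes. KO and WT animals of the same sex would be needed.

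Alleles of another strain carried along with the Myf5-Cre insertion would concentrate calls around Myf5. Among the 50 tested genes on either side of it, by gene order in GRCm38.p6, 1% were called, against 2.22% elsewhere (Fisher's exact test, p 0.729). Local effects of linked alleles on these neighbours therefore do not account for the 295 genes. Effects of linked alleles on genes outside this window would not show in the test and stay open. Around Fstl1 itself 3% of such neighbours were called. A bias by GC content or transcript length is argued against as the whole cause: with each library's trend removed 542 genes were called, 270 of the 295 among them. Across genes the fold change correlated with GC content at a Spearman rho of −0.268, so a part of the smaller changes may follow GC content.

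Muscle came with the depot in all libraries and least in KO replicate 1, where 28 of 29 muscle genes had their lowest value. The median of the 29 genes there was 20.2% of the mean of the other 5 libraries. The exception was Mb, at 11.27, 27.39 and 32.26 FPKM in WT and 11.67, 9.01 and 11.44 FPKM in KO replicates 1, 2 and 3. Its lower KO values, which did not pass and which overlap WT replicate 1, do not rest on KO replicate 1. Without KO replicate 1 the median of the list is 0.074, which is consistent with muscle carried over in unequal amounts at dissection; the fall of this list is then no difference between the groups. A real loss of muscle in that animal, in which the Myf5 lineage lacks Fstl1, stays open.

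A lower share of brown adipocytes in the KO depot would lower their abundant transcripts alike. Of 21 genes of the thermogenic and adipocyte lists with at least 200 FPKM in WT, Ucp1 left out, 9 had a 95% interval wholly above the thermogenic list's median of −0.42, and the median of the 21 was −0.07 (13 lower, 8 higher), and −0.10 to −0.04 under the other scalings. The benchmark rests partly on KO replicate 3: without that library the thermogenic median is −0.26 and 2 of the 21 intervals lie above it, and without each other library 5 to 8 do. Without any benchmark, the best common shift for all 21 genes still left out 4 of their intervals, and 3 to 7 without 1 library, where 95% intervals of unrelated genes would leave out about 1. Adipoq (log2 fold change 0.24), Lpl (0.12), Cidea (0.13) and Fabp4 (−0.07), named after their values were seen, stayed near their WT levels, while Agpat2, Plin1 and Acsl1 fell past the threshold and the interval of Ucp1 was −1.70 to −0.46. A smaller share of adipocytes as the whole cause is therefore argued against, less strongly without KO replicate 3, and a change within adipocytes, by genotype or by sex, may be the better candidate explanation. FPKM are relative, so a smaller depot of like composition, as atrophy could leave, would not show.

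For the macrophage list, a higher share of macrophages would raise their markers alike. All 12 markers tested were higher in KO, with a median of 0.427 and a range of 0.11 to 0.64, but 0 passed the threshold over all genes and their mean score in KO replicate 1 (−0.11) lay below that in WT replicate 2 (−0.04). In 2 of the 10 splits, the real one included, the difference in score was as large, so a higher share of macrophages and chance cannot be told apart.

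Some of the largest changes pointed to known responses, and lists of other genes of each response were written before their values were seen. Of these 7 lists 3 passed in camera; as many passed in 6 of the 10 splits, the real one included, and 0 passed with fry (lowest adjusted p 0.0912), so each is a hypothesis. Il1r2 and Slc10a6 were higher in KO, and 19 other glucocorticoid response genes had a median log2 fold change of 0.78, with 16 higher (camera, adjusted p 8.44e-05; fry 0.185). Tsc22d3, Fkbp5 and Zbtb16 were among the higher genes, while Sgk1 (−0.43), Dusp1 (−0.39) and Angptl4 (−0.35) were lower. Without KO replicate 3, the highest library, the median was 0.60. Crebrf, Ivns1abp and Pik3ip1 were higher, and 20 other genes of the fasting and FOXO response had a median of 0.392, with 15 higher (camera, adjusted p 0.00446; fry 0.185), among them Klf15 (2.56, 4.71 and 2.57 FPKM in WT; 15.7, 11.2 and 40.6 FPKM in KO). Here KO replicate 3 mattered more: without it the median was 0.22 and the list did not pass (camera, adjusted p 0.0808). Actg1, Tubb2a and Fos were lower, and 19 other serum response factor targets had a median of −0.372, with 18 lower (camera, adjusted p 1.34e-05; fry 0.0912), Actb, Srf and Vcl among them. In these 3 lists the scores of KO and WT libraries did not overlap, and the number of genes higher and lower was the same under each of the other 4 scalings. The glucocorticoid and serum response factor lists each share 1 gene with the 18 earlier lists, and the fasting and FOXO list shares 2. A candidate explanation is that the KO newborns had fed less or were under more stress when collected, with raised glucocorticoids and low insulin acting on the depot, which could also touch Irf4, Plin1 and Agpat2; nothing in the labels tests that, and sex, litter and the time since feeding stay open alongside genotype.

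The remaining hypotheses from the largest changes stay undecided. Nr1d2 was higher in KO, and collection at different hours of the day would raise the genes that peak with it and lower those of the opposite phase. The 9 genes of the first kind had a median of 0.14 and the 6 of the opposite phase 0.285, neither past the threshold (camera, adjusted p 0.411 and 0.223), and the first median ran from 0.027 without KO replicate 1 to 0.275 without KO replicate 3, which leaves the hour undecided. Apln and Pfkfb3 were lower, but 19 other hypoxia genes had a median of −0.111 with 11 lower and 8 higher (camera, adjusted p 0.122). Each library left out lowered that median, to between −0.273 and −0.174, and the list passed only without WT replicate 1 (camera, adjusted p 0.0329), so a weaker hypoxia response was neither shown nor excluded.

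Mir6905 and Mir3061 were listed at 0 in every WT library and at 2.02 to 6.54 FPKM in KO. By their full lengths of 70 and 91 nt these values are at most 6.36 reads per library. Of the 9 called short RNAs, 6 overlap a longer tested gene by RefSeq positions, Mir6905 among them, and 5 of those moved in the same direction as it, while 0 of these longer genes were called. Mir3061 overlaps none there. By GENCODE positions it overlaps Ppp2ca, at a mean of 281.6 FPKM in WT, which did not rise (log2 fold change −0.095, limma, adjusted p 0.835). It also overlaps the long noncoding RNAs 9430098F02Rik and Gm26551, which were not tested. Reads of a longer overlapping gene counted on a very short feature could give the call of Mir6905. For Mir3061 the tested longer gene did not move with it, and reads of the untested ones stay open. For both microRNAs the reads are too few to tell.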
